A study of Mus musculus with 30 samples. Its data were reported in "Steroid hormone antagonism affords vascular protection in a mouse model of vascular Ehlers-Danlos syndrome" (2026).

How the data were processed

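Gene expression was measured by bulk RNA-seq in 30 descending thoracic aortas in 6 groups taken from the labels. The authors made stranded total RNA libraries (TruSeq), sequenced them on a NovaSeq instrument, converted the base calls with CASAVA 1.8.4 and quantified genes with RSEM. The deposited files hold expected counts per gene, with 97.6% of values whole numbers within a tolerance of 1e-06, and they were rounded for the tests. They list 26253 gene symbols, 19465 of which had a count in any library, and library totals ran from 5517510 to 8293289. Untreated and hydralazine-treated groups hold mice of 2 ages, but neither the age nor the extraction batch is given for a library, so neither entered a model. No replicate pairing is labelled, and no paired test was made.

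Each of 11 comparisons was fitted with its own libraries in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F-test), TMM normalisation and the default expression filter. Adjusted p-values are Benjamini-Hochberg values from edgeR unless another tool is named, and a gene was called at an adjusted p of 0.05 or less. DESeq2 1.42.0 was run as a second tool, and surrogate variables were estimated with sva 3.50.0. CPM values are scaled with TMM factors over all 30 libraries. Where a gene had no count in a group, a floor of 3 counts over the group was used, and ratios of small counts carry a 95% counting interval. Samples were compared on scores by exact permutation tests. For the overlap of HB and HS, 50 unchanged groups were simulated and the 6 control libraries were split in 20 ways.

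In total 44 gene lists were fixed, 37 for processes and cell types and 7 named by the study, and lists with at least 5 measured members were tested with camera in limma 3.58.1 at a preset correlation of 0.01. Camera asks whether a list moves more than other genes, and with an estimated correlation it allows for genes of a list varying together. Fry, also in limma, asks whether the genes of a list move at all. Genes were also counted after adjustment over their list alone. Genes were named by rule, comprising up to 8 higher and 8 lower called genes with the largest change at a mean of at least 1 CPM, up to 16 called list members with the smallest adjusted p, the 5 genes with the smallest p where fewer than 5 were called, and *Col3a1* and *Nr3c2*. Some genes that this rule selects are not reported here. Other genes in the text are examples of a list or markers of other tissues. The groups, comparisons, tests, lists, naming rule and most other settings were set before the data were examined, while 4 further lists, covariates for adipose and liver scores, a second surrogate variable and the fit without 3 libraries were chosen after the data were seen. The alternatives were other size factors, DESeq2, other low-count filters, a fold threshold, 1 fit of all libraries, surrogate variables and leaving out each library in turn.

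The pipeline was tested on simulated data with 200 changed genes per comparison. Of genes changed 2-fold, edgeR recovered 89.6% for untreated VEDS against control, 82.1% under hydralazine and 92.5% for both together. It recovered 67.2% and 79.1% for hydralazine in VEDS and control aortas and 55.2% for the interaction. For HB and HS it recovered 55.2% and 50.7% against untreated VEDS, 68.7% and 79.1% against hydralazine, and 56.7% against each other. At 1.5-fold these shares were 47.8%, 55.2%, 83.6%, 53.7%, 47.8%, 34.3%, 19.4%, 8.96%, 41.8%, 26.9% and 11.9% in the same order.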

Results

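Bulk RNA-seq was performed on the descending thoracic aorta of mice carrying a heterozygous missense mutation in *Col3a1*, a model of vascular Ehlers-Danlos syndrome (VEDS), and of *Col3a1*+/+ controls. The 30 libraries formed 6 groups. VEDS and control aortas, untreated or on hydralazine, gave 6 libraries per group. VEDS mice on hydralazine with bicalutamide (HB) or spironolactone (HS) gave 3 per group. Hydralazine, a vasodilator that lowers blood pressure, was given at 32 mg/kg/day. Bicalutamide was given at 50 mg/kg/day, and spironolactone at 100 mg/kg/day. Both were started on day 21, and HB and HS aortas were collected on day 60. The other aortas were collected on day 30 or 60, 3 per group at each age. Neither age nor batch is labelled, so age-matched and within-batch values were not computed. Of the 26253 listed genes, 15849 to 16483 had a count in a library. Levels are normalised CPM, given as mean ± SD with n libraries, and log2 fold changes are given ± SE.

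Smooth muscle transcripts were abundant in every library, with *Myh11*, the smooth muscle myosin heavy chain, between 5232 and 10640 CPM. Transcripts best known from liver, brown fat and heart were also present and varied widely. *Alb*, the liver-made plasma protein albumin, ranged from 47.5 to 10920 CPM, and *Ucp1*, the uncoupling protein of brown fat, from 25.3 to 886 CPM. *Myh6*, the atrial cardiac myosin, stood at 404 CPM in HB replicate 2 and 427 CPM in control hydralazine replicate 5, and at 43.5 CPM or less in the other libraries. HS replicate 3 also stood apart, with 709 CPM of the inducible chaperone *Hspa1b*, 121 CPM of fatty acid synthase *Fasn* and 112 CPM of *Alb*. An additional fit, chosen after the data were seen, left out these 3 libraries, and its counts are given beside the results they change.

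The effect of the mutation was first examined in untreated aortas. Genes of fat and energy metabolism were higher in VEDS than in control aortas as groups, and stress-response genes were lower, while no single gene passed the test. All 18 measured lipogenesis genes were higher, with a median log2 fold change of 0.44 (camera, adjusted p = 1.29e-10, adjusted p = 0.398 with an estimated correlation). Among them, *Fasn* stood at 2575 ± 591 CPM in VEDS and 1502 ± 689 CPM in controls (n = 6 per group, log2 fold change 0.77 ± 0.33), and the log2 fold change of *Acly*, which supplies cytosolic acetyl-CoA, was 0.59 ± 0.27. All 24 oxidative phosphorylation genes (adjusted p = 1.56e-12, adjusted p = 0.398 with an estimated correlation) and 19 of 20 fatty acid oxidation genes (adjusted p = 2.92e-08, adjusted p = 0.412 with an estimated correlation) were higher as well, with medians of 0.24 and 0.29. Fat cell transcripts were higher in the same libraries, comprising 11 of 12 adipocyte markers (median 0.38, adjusted p = 2.47e-07, adjusted p = 0.27 with an estimated correlation) and all 8 brown adipocyte markers (median 0.54, adjusted p = 0.00283, adjusted p = 0.398 with an estimated correlation). *Ucp1* stood at 464 ± 228 CPM in VEDS and 247 ± 167 CPM in controls, and the triglyceride lipase *Pnpla2*, the 1 adipocyte marker to pass when adjusted over the list alone, had a log2 fold change of 0.59 ± 0.15. Of 15 macrophage markers, 14 were higher, with a median of 0.31 (adjusted p = 2.47e-07, adjusted p = 0.398 with an estimated correlation). With adipose and liver scores as covariates the macrophage and both fat cell lists reversed, and lists called fell from 16 to 3.

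In contrast, 11 of 13 heat shock genes were lower in untreated VEDS aortas, with a median of -0.23 (adjusted p = 4.79e-05, adjusted p = 0.27 with an estimated correlation). The near-identical chaperones *Hspa1b* (-0.96 ± 0.24) and *Hspa1a* (-0.81 ± 0.23), whose reads cannot be fully separated, passed when adjusted over the list alone, and 0 of the 13 passed over all genes. Of 22 immediate early genes, which respond to acute stimuli, 19 were lower (median -0.12, adjusted p = 0.00329, adjusted p = 0.442 with an estimated correlation), and the stress-induced repressor *Atf3* stood at 22.2 ± 6.91 against 41.3 ± 19.0 CPM (-0.90 ± 0.33). Steroid receptor target genes were higher in 15 of 19 (median 0.12, adjusted p = 0.0391, adjusted p = 0.442 with an estimated correlation) and matrix proteases and their inhibitors in 16 of 19 (median 0.10, adjusted p = 0.0388, adjusted p = 0.44 with an estimated correlation). All 5 measured cardiomyocyte markers were lower (median -1.31, adjusted p = 1.01e-06, adjusted p = 0.27 with an estimated correlation). The genes with the smallest p were the survival kinase *Pim1*, at 19.8 ± 2.67 against 13.6 ± 1.34 CPM (0.54 ± 0.10), *Tecpr1* (0.36 ± 0.075), the lactate dehydrogenase subunit *Ldhb* (0.32 ± 0.074), *Dnajc28* (0.67 ± 0.16) and the acyl-CoA thioesterase *Acot11* (0.48 ± 0.12), none of which passed. Of the lists named by the study, 6 of 6 matrix genes higher in VEDS were higher, 5 of 5 stress genes lower in VEDS were lower and 9 of 9 metabolic genes lower at the later age were higher. In these lists 0 genes passed over all genes and 0 when adjusted over the list alone, and lists chosen by the study on these samples are not independent evidence. Of 12976 genes, edgeR called 0, with 394 at an unadjusted p under 0.05, and DESeq2 called 0. Of 38 lists, 16 passed by camera, 11 higher and 5 lower, 0 passed with an estimated correlation (smallest adjusted p = 0.27) and fry called 0.

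The same contrast under hydralazine tested whether the genotypes differ when both receive this drug. Contractile genes were lower and cholesterol synthesis genes higher in hydralazine-treated VEDS than in hydralazine-treated control aortas, without a single gene passing in edgeR. All 20 smooth muscle contractile genes were lower (median -0.13, adjusted p = 9.55e-05, adjusted p = 0.952 with an estimated correlation), among them *Myocd*, the coactivator of smooth muscle differentiation (-0.38 ± 0.14), and the calcium pump regulator *Pln* (-1.59 ± 0.60). *Myh6*, a marker of heart muscle, stood at 6.18 ± 5.26 CPM in VEDS and 77.6 ± 171 CPM in controls in these libraries, the control mean holding the 427 CPM of replicate 5. Of 18 cholesterol synthesis genes, 17 were higher (median 0.39, adjusted p = 3.57e-06, adjusted p = 0.952 with an estimated correlation), including squalene epoxidase *Sqle* (0.47 ± 0.19). Of 15 macrophage markers, 14 were higher (median 0.25, adjusted p = 8.79e-06, adjusted p = 0.886 with an estimated correlation), while 13 of 14 endothelial markers (median -0.13, adjusted p = 0.028, adjusted p = 0.886 with an estimated correlation) and 11 of 12 adipocyte markers (median -0.18, adjusted p = 0.0275, adjusted p = 0.952 with an estimated correlation) were lower. The genes with the smallest p were the potassium channel *Kcnj15*, at 16.0 ± 1.46 against 26.9 ± 6.30 CPM (-0.75 ± 0.13), *Nckipsd* (-0.54 ± 0.12), *Ccdc141* (-0.36 ± 0.078), the surface glycoprotein *Thy1* (0.59 ± 0.13) and *Krit1*, which maintains endothelial junctions (-0.20 ± 0.045). *Kcnj15* passed in DESeq2 (adjusted p = 0.00279). Of the study's lists, 6 of 6 matrix genes higher in VEDS were higher, the proteoglycan *Lum* (0.45 ± 0.13) passing when adjusted over the list alone and 0 over all genes, and 16 of 16 contractile, integrin and differentiation genes were lower with 0 passing by either count, which is not independent evidence. edgeR called 0 of 12966 genes, with 602 at an unadjusted p under 0.05, while DESeq2 called 4, 3 higher and 1 lower, and leaving out VEDS hydralazine replicate 6 gave 2 genes in edgeR. Camera called 7 of 38 lists, 3 higher and 4 lower, against 0 with an estimated correlation (smallest adjusted p = 0.886) and 0 by fry.

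Joining untreated and hydralazine-treated libraries, with treatment in the model, gave 12 libraries per genotype. Macrophage markers were higher in VEDS, and contractile and TGF-beta genes lower, as groups. All 15 macrophage markers were higher (median 0.26, adjusted p = 1.66e-12, adjusted p = 0.222 with an estimated correlation), and the transglutaminase *F13a1* (0.31 ± 0.095) and the complement component *C1qa* (0.34 ± 0.11) passed when adjusted over the list alone, with 0 over all genes. All 6 of the study's matrix genes higher in VEDS were higher (median 0.28, adjusted p = 5.49e-06, adjusted p = 0.222 with an estimated correlation), with *Igfbp6*, a binding protein of insulin-like growth factor (0.60 ± 0.16), the elastic fibre protein *Fbln2* (0.26 ± 0.10) and *Lum* (0.30 ± 0.13) passing when adjusted over the list alone and 0 over all genes. This list was chosen by the study on these samples and is not independent evidence, and of 22 elastic fibre genes 7 were higher and 15 lower (median -0.030, camera adjusted p = 0.883). Of 20 contractile genes, 19 were lower (median -0.073, adjusted p = 0.000687, adjusted p = 0.741 with an estimated correlation), and of 22 TGF-beta signalling genes, 17 were lower (median -0.10, adjusted p = 0.00302, adjusted p = 0.687 with an estimated correlation), such as the ligand *Tgfb2* (-0.30 ± 0.10). Cardiomyocyte markers were lower in all 5 measured genes (median -1.95, adjusted p = 1.98e-05, adjusted p = 0.378 with an estimated correlation), and all 5 passed when adjusted over the list alone. The 18 lipogenesis genes remained higher in sign, with a median of 0.25 (adjusted p = 6.47e-06, adjusted p = 0.687 with an estimated correlation). The gene with the smallest p was *Trim66*, at 2.32 ± 1.42 against 0.493 ± 0.424 CPM (n = 12 per genotype, 2.21 ± 0.43), which passed in DESeq2 alone (adjusted p = 0.00521). It was followed by the mitochondrial gluconeogenic enzyme *Pck2* (0.23 ± 0.048), the Wnt antagonist *Sfrp4* (0.44 ± 0.11), *Mall* (-0.39 ± 0.10) and the secreted factor *Metrnl* (0.23 ± 0.059). Of 13407 genes, 0 were called by edgeR, 496 had an unadjusted p under 0.05 and 1 was called by DESeq2, and leaving out control untreated replicate 5 gave 4 genes in edgeR. Camera called 15 of 38 lists, 10 higher and 5 lower, and 0 with an estimated correlation (smallest adjusted p = 0.222) or by fry.

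Hydralazine alone was compared with no treatment to separate its effect from that of the combinations. In VEDS aortas, TGF-beta signalling and immediate early genes were higher and metabolic genes lower with hydralazine, as groups. Of 22 TGF-beta signalling genes, 21 were higher (median 0.12, adjusted p = 9.03e-06, adjusted p = 0.339 with an estimated correlation), and the pathway inhibitors *Smad7*, at 29.9 ± 5.28 against 18.9 ± 3.78 CPM (0.67 ± 0.15), *Skil* (0.24 ± 0.054) and *Ski* (0.27 ± 0.069) passed when adjusted over the list alone, with 0 over all genes. Of 21 immediate early genes, 20 were higher (median 0.27, adjusted p = 5.02e-08, adjusted p = 0.339 with an estimated correlation), with the transcription factors *Jund* (0.41 ± 0.10) and *Nr4a3* (0.68 ± 0.17) passing over the list alone. Elastic fibre genes were higher in 18 of 22 (median 0.14, adjusted p = 0.00304, adjusted p = 0.486 with an estimated correlation) and collagen processing genes in 16 of 18 (median 0.089, adjusted p = 0.0068, adjusted p = 0.486 with an estimated correlation). Conversely, 17 of 18 lipogenesis genes (median -0.33, adjusted p = 1.64e-06, adjusted p = 0.486 with an estimated correlation) and all 24 oxidative phosphorylation genes (median -0.20, adjusted p = 4.42e-09, adjusted p = 0.486 with an estimated correlation) were lower. Brown adipocyte markers were lower in the same libraries in 7 of 8 (median -0.55, adjusted p = 0.000607, adjusted p = 0.459 with an estimated correlation), with *Ucp1* at 258 ± 165 CPM. The smallest p belonged to the collagen receptor *Ddr1* (0.43 ± 0.079), the complex I subunit *Ndufv3* (-0.27 ± 0.053), the metabolic coactivator *Ppargc1b* (-0.74 ± 0.15), *Ankef1* (-0.99 ± 0.21) and the peroxisomal factor *Pex3* (-0.27 ± 0.060). *Ndufv3* and *Ppargc1b* passed in DESeq2 (adjusted p = 0.0329 for both). Among the study's lists, 9 of 9 metabolic genes lower at the later age were lower and 4 of 5 stress genes were higher, with 0 passing over all genes or over the list alone, which is not independent evidence. edgeR called 0 of 13006 genes, 589 had an unadjusted p under 0.05, and DESeq2 called 2, both lower. Of 37 lists, 13 passed by camera, 6 higher and 7 lower, 0 with an estimated correlation (smallest adjusted p = 0.339) and 0 by fry, and with adipose and liver scores as covariates the lipogenesis list reversed.

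In control aortas hydralazine was accompanied by higher matrix and endothelial transcripts and lower cholesterol synthesis transcripts, again only as groups. Elastic fibre genes were higher in 20 of 22 (median 0.18, adjusted p = 0.00504, adjusted p = 0.967 with an estimated correlation), collagen processing genes in 17 of 18 (median 0.18, adjusted p = 0.00655, adjusted p = 0.967 with an estimated correlation) and basement membrane genes in 15 of 17 (median 0.19, adjusted p = 0.0426, adjusted p = 0.967 with an estimated correlation). Contractile genes were higher in 17 of 20 (median 0.084, adjusted p = 0.0426, adjusted p = 0.967 with an estimated correlation), and enteric smooth muscle actin *Actg2*, at 175 ± 14.7 against 139 ± 13.7 CPM (n = 6 per group, 0.33 ± 0.078), passed when adjusted over the list alone, with 0 over all genes. Endothelial markers were higher in 13 of 14 (median 0.20, adjusted p = 0.00804, adjusted p = 0.967 with an estimated correlation), adipocyte markers in 11 of 12 (median 0.33, adjusted p = 0.0181, adjusted p = 0.967 with an estimated correlation) and TGF-beta signalling genes in 18 of 22 (median 0.14, adjusted p = 0.00275, adjusted p = 0.967 with an estimated correlation). Of 18 cholesterol synthesis genes, 17 were lower (median -0.37, adjusted p = 0.00162, adjusted p = 0.967 with an estimated correlation). Cardiomyocyte markers had a median of 1.69, although camera ranked them downward (adjusted p = 0.956), and control hydralazine replicate 5 held the 427 CPM of *Myh6*. The smallest p belonged to the junction protein *Cldn12* (-0.38 ± 0.068), *Pigz* (1.11 ± 0.20), the glycosyltransferase *Galnt16* (0.51 ± 0.10), the secreted Wnt modulator *Sfrp2* (0.60 ± 0.12) and *Rtl8a* (0.49 ± 0.10). *Galnt16*, *Cldn12* and *Sfrp2* passed in DESeq2 (adjusted p = 0.00778, 0.0203 and 0.0263). edgeR called 0 of 12951 genes, 1230 had an unadjusted p under 0.05, DESeq2 called 3, 2 higher and 1 lower, and leaving out control hydralazine replicate 1 gave 1 gene in edgeR. By camera, 8 of 38 lists passed, 7 higher and 1 lower, and 0 with an estimated correlation (smallest adjusted p = 0.967) or by fry.

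Whether hydralazine acts differently in the genotypes was tested as an interaction, in which a positive value is a more positive change in VEDS than in controls. Fat and energy metabolism genes had negative interactions and stress genes positive ones, as groups. All 13 adipocyte markers (median -0.74, adjusted p = 2.2e-06, adjusted p = 0.619 with an estimated correlation), all 24 oxidative phosphorylation genes (median -0.25, adjusted p = 3.65e-07, adjusted p = 0.858 with an estimated correlation) and 17 of 18 lipogenesis genes (median -0.44, adjusted p = 0.000464, adjusted p = 0.858 with an estimated correlation) were negative. In the same direction lay 7 of 8 brown adipocyte markers, with a median of -0.94 (adjusted p = 0.00556, adjusted p = 0.777 with an estimated correlation), and 13 of 15 hypoxia response genes (median -0.15, adjusted p = 0.00556, adjusted p = 0.619 with an estimated correlation), of which the glycolytic enzyme *Aldoa* (-0.51 ± 0.14) passed over the list alone. Immediate early genes were positive in 18 of 22 (median 0.25, adjusted p = 0.00238, adjusted p = 0.858 with an estimated correlation), heat shock genes in 13 of 13 (median 0.15, adjusted p = 0.0152, adjusted p = 0.858 with an estimated correlation) and cholesterol synthesis genes in 17 of 18 (median 0.36, adjusted p = 0.00391, adjusted p = 0.942 with an estimated correlation). The study's stress genes were positive in 4 of 5, and *Atf3* (1.20 ± 0.44), the immediate early factor *Jun* (0.57 ± 0.23) and the chaperone *Dnajb1* (0.59 ± 0.24) passed when adjusted over the list alone with 0 over all genes, which is not independent evidence. The smallest p belonged to *Rabl3* (0.84 ± 0.19), the cadherin *Pcdh9* (0.47 ± 0.12), *Ldhb* (-0.47 ± 0.12), *Tecpr1* (-0.46 ± 0.12) and *Evi2*, which lay near the detection limit at 1.54 CPM in VEDS untreated replicate 2 and 0 in the other untreated VEDS libraries. edgeR called 0 of 13407 genes and DESeq2 0, with 440 at an unadjusted p under 0.05 in edgeR. Camera called 12 of 38 lists, 4 positive and 8 negative, and 0 with an estimated correlation (smallest adjusted p = 0.619) or by fry, and with adipose and liver scores as covariates 1 list passed and lipogenesis reversed.

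HB was compared with untreated VEDS to find what changes under the combination with bicalutamide. Among genes that rose in HB aortas were 2 heat shock and 3 immediate early genes, and among those that fell were 7 lipogenesis genes. The chaperones *Hspa1b*, at 191 ± 30.2 CPM (n = 3) against 41.9 ± 5.53 CPM (n = 6), and *Hspa1a* rose by log2 fold changes of 2.18 ± 0.13 (adjusted p = 0.000112) and 2.06 ± 0.16 (adjusted p = 0.000919), with reads shared between the pair. Of 13 heat shock genes, these 2 passed over all genes and 8 when adjusted over the list alone, and 11 were higher (median 0.66, adjusted p = 2.49e-07, adjusted p = 0.154 with an estimated correlation). Of 22 immediate early genes, 3 rose over all genes, 10 passed when adjusted over the list alone and 21 were higher (median 0.62, adjusted p = 1.05e-10, adjusted p = 0.0731 with an estimated correlation). Those that rose were *Atf3*, at 79.1 ± 8.43 against 22.2 ± 6.91 CPM (1.82 ± 0.22, adjusted p = 0.0123), *Jun* (0.80 ± 0.13) and *Jund* (0.77 ± 0.13). The activity-induced factor *Npas4* (1.68 ± 0.20, adjusted p = 0.0121) and the prostaglandin synthase *Ptgs2* (1.33 ± 0.22, adjusted p = 0.0427) rose as well. Of 22 TGF-beta signalling genes, 2 rose over all genes, 12 passed over the list alone and 21 were higher (median 0.32, adjusted p = 1.05e-10, adjusted p = 0.146 with an estimated correlation). Among those that rose was the repressor *Ski* (0.47 ± 0.079).

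Lipogenic transcripts fell in HB aortas, 7 of 18 over all genes and 16 when adjusted over the list alone, and all 18 were lower (median -1.17, adjusted p = 4.25e-17, adjusted p = 0.195 with an estimated correlation). Stearoyl-CoA desaturase *Scd1* stood at 990.2 ± 224 against 3558 ± 702 CPM (-1.85 ± 0.21, adjusted p = 0.0115) and *Fasn* at 747 ± 159 against 2575 ± 591 CPM (-1.79 ± 0.22, adjusted p = 0.0123). The others that fell were *Agpat2* (-1.76 ± 0.27), *Acly* (-1.46 ± 0.24), the acetyl-CoA carboxylases *Acaca* (-1.41 ± 0.23) and *Acacb* (-1.29 ± 0.22) and malic enzyme *Me1* (-0.84 ± 0.13). Fat cell transcripts were lower in the same libraries, with *Ucp1* at 111 ± 73.2 and the adipokine *Adipoq* at 31.1 ± 13.3 CPM in HB against 464 ± 228 and 59.7 ± 13.4 CPM in untreated VEDS. Of 13 adipocyte markers, 12 were lower, 8 when adjusted over the list alone and 0 over all genes (median -0.92, adjusted p = 1e-06, adjusted p = 0.246 with an estimated correlation), and 7 of 8 brown adipocyte markers were lower, 6 over the list alone and 0 over all genes (median -1.61, adjusted p = 1.49e-05, adjusted p = 0.195 with an estimated correlation). All 24 oxidative phosphorylation genes were lower, 24 over the list alone and 0 over all genes (median -0.53, adjusted p = 4.25e-17, adjusted p = 0.246 with an estimated correlation), as were all 20 fatty acid oxidation genes, 18 over the list alone and 0 over all genes (median -0.78, adjusted p = 6.59e-14, adjusted p = 0.195 with an estimated correlation). Among other genes that fell were glycerol-3-phosphate dehydrogenase *Gpd1* (-1.91 ± 0.33), the asparaginase *Aspg* (-2.11 ± 0.34), *Nat8l*, which makes N-acetylaspartate (-1.96 ± 0.33), the acyl-CoA synthetase *Acss3* (-1.65 ± 0.27), the glycolytic enzyme *Eno1* (-0.89 ± 0.14) and the dipeptidase *Dpep1* (-0.83 ± 0.10).

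**Figure D1:**
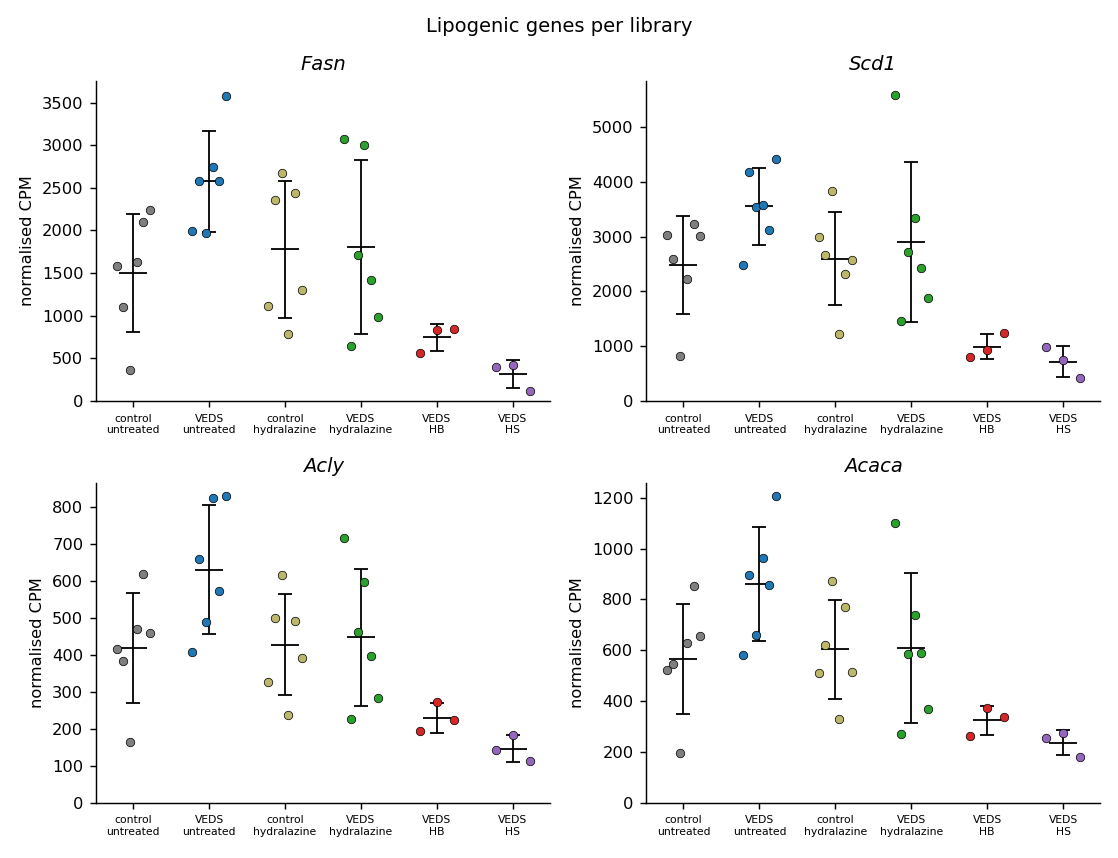
Levels of Fasn, Scd1, Acly and Acaca in each library by group (vertical axes, normalised CPM); points are libraries and bars are the mean ± SD of each group. Fasn averaged 747 CPM in HB and 311 CPM in HS, against 2575 CPM in untreated VEDS.

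*Cyp2b10* and *Sult2a7*, both best known from liver, also rose in HB aortas. *Cyp2b10*, a cytochrome P450 induced by foreign compounds, stood at 12.6 ± 2.90 against 1.3 ± 0.777 CPM (3.26 ± 0.37, adjusted p = 0.0115). The sulfotransferase *Sult2a7*, whose relatives share sequence, had 70 counts over the 3 HB libraries and 0 over the 6 untreated ones. This is 47.1-fold higher against a floor of 3 counts (counting interval from 37.3 up, adjusted p = 0.0298). *Alb* stood at 464 ± 79.2 CPM in HB and 3119 ± 4049 CPM in untreated VEDS. Contractile genes were higher in 20 of 20, with *Actg2* passing over the list alone and 0 over all genes (median 0.26, adjusted p = 2.05e-06, adjusted p = 0.415 with an estimated correlation). Of 19 steroid receptor target genes, 9 were higher and 10 lower, 1 of them lower over the list alone (median -0.024, camera adjusted p = 0.27). All 6 cardiomyocyte markers were higher, 5 over the list alone and 0 over all genes (median 3.62, adjusted p = 0.00312, adjusted p = 0.369 with an estimated correlation), HB replicate 2 holding 404 CPM of *Myh6*. Of the study's lists, 3 of 5 stress genes lower in VEDS rose over all genes and 5 over the list alone, 1 of 9 metabolic genes lower at the later age fell over all genes and 9 over the list alone, and 16 of 16 contractile, integrin and differentiation genes were higher, 0 over all genes and 1 over the list alone. Of its 6 matrix genes reported higher with these drugs, 3 were higher and 3 lower, 0 passing by either count (median -0.0050, mean -0.069, camera upward, adjusted p = 0.676). The score of this list ran from 8.64 to 8.78 in HB, above untreated VEDS replicates 1 to 3 (7.96 to 8.18) and below replicates 4 to 6 (9.08 to 9.38), so its direction depends on which libraries of this group of mixed age it is set against. The study's lists are not independent evidence here.

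**Figure D2:**
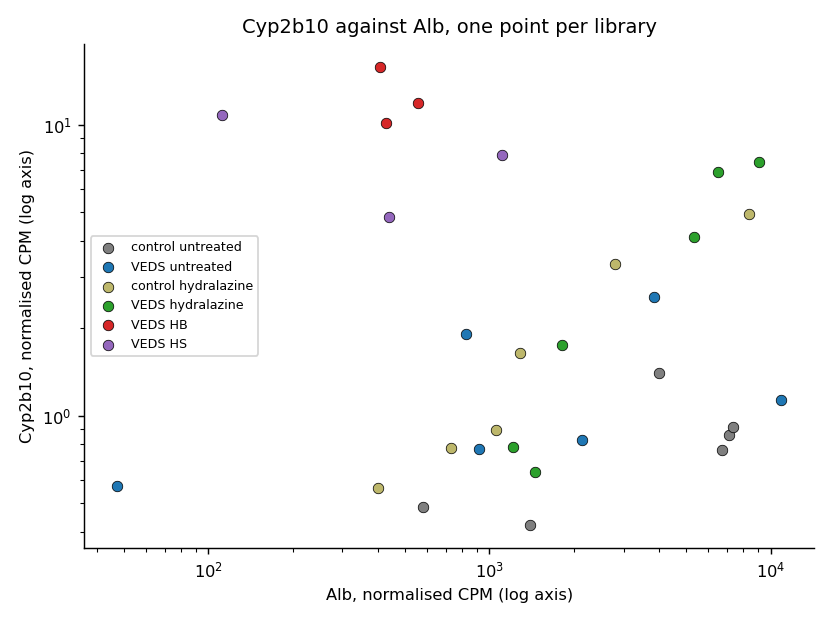
Level of Cyp2b10 (vertical axis) against Alb (horizontal axis), both in normalised CPM on log scales; each point is 1 of the 30 libraries. Cyp2b10 averaged 12.6 CPM in HB and 1.3 CPM in untreated VEDS, and Alb 464 and 3119 CPM.

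edgeR called 54 of 13204 genes (28 higher, 26 lower), DESeq2 called 561 (280 higher, 281 lower), and both called 51. In edgeR, 5 genes were called with the adipose score as a covariate, 21 with adipose and liver scores, when the contractile list reversed, and 586 with 2 surrogate variables. Of 38 lists, 18 passed by camera, 9 higher and 9 lower, 0 passed with an estimated correlation (smallest adjusted p = 0.0731) and fry called 12. Leaving out untreated VEDS replicates 1 to 6 in turn gave 529, 13, 16, 24, 16 and 17 genes, leaving out HB replicates 1 to 3 gave 2, 2 and 9, and leaving out the libraries that stood apart gave 2. *Hspa1b* and *Hspa1a* passed in all 9 of these single-library fits (highest adjusted p = 0.00141 and 0.0101), *Cyp2b10*, *Npas4* and *Scd1* in 7, *Sult2a7*, *Atf3*, *Fasn* and *Dpep1* in 6, and the other genes named in 1 to 3.

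**Figure D3:**
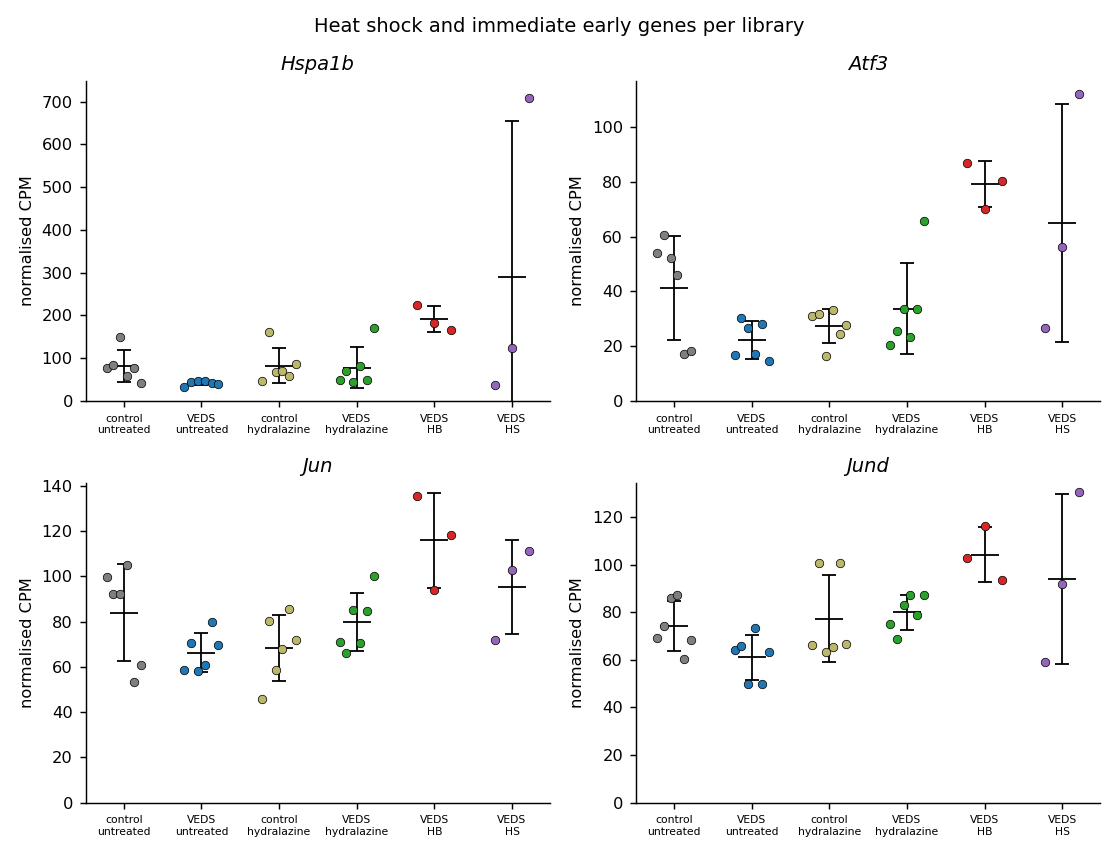
Levels of Hspa1b, Atf3, Jun and Jund in each library by group (vertical axes, normalised CPM); points are libraries and bars are the mean ± SD, and the lower end for Hspa1b in HS is not drawn below 0. Hspa1b averaged 191 CPM in HB and 41.9 CPM in untreated VEDS, and reached 709 CPM in HS replicate 3.

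HS was compared with untreated VEDS to ask the same of spironolactone. More genes fell than rose in HS aortas, lipogenesis genes among them. Of 18 lipogenesis genes, 11 fell over all genes, 13 passed when adjusted over the list alone and all 18 were lower (median -1.49, adjusted p = 3.05e-24, adjusted p = 0.135 with an estimated correlation). *Fasn* stood at 311 ± 164 CPM (n = 3) against 2575 ± 591 CPM (n = 6, -3.06 ± 0.40, adjusted p = 0.0311) and *Scd1* at 718 ± 282 against 3558 ± 702 CPM (-2.32 ± 0.28, adjusted p = 0.0311). The elongase *Elovl6* (-2.92 ± 0.42), the lipogenic regulators *Thrsp* (-2.37 ± 0.35) and *Mlxipl* (-1.25 ± 0.17), *Acly* (-2.12 ± 0.27), *Agpat2* (-2.09 ± 0.32) and *Acaca* (-1.87 ± 0.25) fell with them, as did acetyl-CoA synthetase *Acss2* (-1.82 ± 0.28), the citrate carrier *Slc25a1* (-1.48 ± 0.23) and *Me1* (-1.06 ± 0.16). Brown adipocyte markers were lower in the same libraries in 7 of 8, 6 over the list alone and 0 over all genes (median -1.61, adjusted p = 1.93e-05, adjusted p = 0.268 with an estimated correlation), with *Ucp1* at 75.2 ± 80.7 CPM, whereas *Adipoq* stood at 56.7 ± 35.5 against 59.7 ± 13.4 CPM and 9 of 13 adipocyte markers were lower (median -0.29, adjusted p = 0.0453, adjusted p = 0.701 with an estimated correlation). Of 15 hypoxia response genes, *Eno1*, at 157 ± 29.7 against 382 ± 61.9 CPM (-1.29 ± 0.17), and *Aldoa* (-0.73 ± 0.11), both glycolytic enzymes, fell over all genes, and 7 were lower and 1 higher over the list alone (median -0.37, adjusted p = 0.000397, adjusted p = 0.135 with an estimated correlation). All 24 oxidative phosphorylation genes were lower, 24 over the list alone and 0 over all genes (median -0.55, adjusted p = 3.99e-22, adjusted p = 0.268 with an estimated correlation), and 19 of 20 fatty acid oxidation genes were lower, 15 over the list alone (median -0.80, adjusted p = 1.02e-12, adjusted p = 0.285 with an estimated correlation). *Gpd1* (-2.36 ± 0.39) and *Aspg* (-3.00 ± 0.47) fell as well. At low counts, the fructose transporter *Slc2a5* had 1 count over the 3 HS libraries and 83 over the 6 untreated ones, a ratio of CPM of 0.0226 (95% counting interval 0.000565 to 0.129), and *Ttc25* had 3 and 133 counts, a ratio of 0.0423 (0.00861 to 0.126), both passing the test.

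The genes that rose in HS aortas were *Cyp2b10*, at 7.82 ± 2.97 against 1.3 ± 0.777 CPM (2.57 ± 0.42, adjusted p = 0.044), the growth factor *Gdf6* (1.65 ± 0.25), the mast cell protease *Mcpt4* (1.53 ± 0.21), the carboxypeptidase *Folh1* (1.25 ± 0.19), the flow-responsive factor *Klf2* (0.84 ± 0.13), the calcineurin regulator *Rcan1* (0.53 ± 0.085) and *Pcdh9* (0.49 ± 0.083). *Alb* stood at 555 ± 509.7 CPM in HS and 3119 ± 4049 CPM in untreated VEDS. Of 22 immediate early genes, *Klf2* rose over all genes, 15 passed over the list alone and all 22 were higher (median 0.68, adjusted p = 8.68e-15, adjusted p = 0.135 with an estimated correlation). Of 13 heat shock genes, 11 were higher, 8 over the list alone and 0 over all genes (median 0.71, adjusted p = 1e-06, adjusted p = 0.268 with an estimated correlation), with *Hspa1b* at 289.9 ± 365 CPM, HS replicate 3 alone at 709 CPM. TGF-beta signalling genes were higher in 20 of 22, 9 over the list alone and 0 over all genes (median 0.19, adjusted p = 1.77e-08, adjusted p = 0.268 with an estimated correlation), for example the matricellular protein *Thbs1* (1.68 ± 0.31). Of 19 steroid receptor target genes, 11 were higher and 8 lower, 0 over the list alone (median 0.28, camera adjusted p = 0.909). Of the study's lists, 3 of 3 lipogenic genes fell over all genes, 5 of 5 stress genes lower in VEDS were higher, 5 over the list alone and 0 over all genes, and 9 of 9 metabolic genes were lower, 6 over the list alone and 0 over all genes. Of the 6 matrix genes reported higher with these drugs, 4 were higher and 2 lower, with 0 passing by either count (median 0.12, adjusted p = 0.293), their score of 8.78 to 8.83 lying above untreated VEDS replicates 1 to 3 and below 4 to 6 as in HB, and none of these lists is independent evidence. edgeR called 41 of 13276 genes, 7 higher and 34 lower, and DESeq2 called 288, 88 higher and 200 lower, including all 41. With the adipose score as a covariate edgeR called 1, and with adipose and liver scores 21. The adipocyte list, itself part of the adipose score, reversed in the latter fit. Camera called 16 of 37 lists, 7 higher and 9 lower, 0 with an estimated correlation (smallest adjusted p = 0.135), and fry called 6. Without untreated VEDS replicates 1 to 6 in turn 104, 0, 11, 13, 0 and 12 genes passed, without HS replicates 1 to 3 13, 0 and 1, and without the libraries that stood apart 1, and *Fasn* and *Scd1* passed in 5 of 9 single-library fits, *Acly*, *Eno1* and *Acaca* in 4 and the other genes named in 0 to 2.

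HB and HS changes were compared to find transcripts common to both. Against the same 6 untreated libraries, 14 genes were called in both, 1 higher and 13 lower, with 0 in opposite directions. *Cyp2b10* was the one higher gene, and *Acaca*, *Acly*, *Agpat2*, *Aspg*, *Eno1*, *Fasn*, *Gpd1*, *Me1* and *Scd1* were among the lower ones, together with the interferon-induced *Ifi27*, the complex I subunit *Ndufv3*, the phosphofructokinase *Pfkl* and the uridine kinase *Uck1*. In hydralazine alone 0 of the 14 passed in edgeR and *Ndufv3* in DESeq2, where *Fasn* had a log2 fold change of -0.50 ± 0.34 and *Cyp2b10* of 1.48 ± 0.62. Independent lists of these sizes would share 0.0133 higher and 0.0672 lower genes. All HB and HS mice were 60 days old and the untreated mice of 2 ages, so age was not separated from what HB and HS share. Log2 fold changes of HB and HS had a Pearson r of 0.773 across the 13147 genes tested in both (genes are not independent replicates), against a mean of 0.336 in 50 simulated pairs of unchanged groups with the same untreated libraries and no age difference. With the untreated libraries split so that HB and HS shared none, over 20 splits r ran from 0.123 to 0.654 (median 0.562) and 0 genes were shared, HS having a median of 0 called genes. DESeq2 called 179 genes in both.

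HB was also set against hydralazine alone, where drug and age are mixed, since only the hydralazine mice were of 2 ages. *Sult2a7* and *Mup15* rose in HB aortas, and averaged 3.0 and 2.7 CPM in HS. *Sult2a7* had 70 counts over 3 HB libraries and 1 over 6 hydralazine libraries, a ratio of CPM of 144 (95% counting interval 24.9 to 5750, adjusted p = 0.00257). *Mup15*, a major urinary protein, had 204 and 5 counts, a ratio of 83.7 (35.3 to 261, adjusted p = 0.00606). Members of these families share reads, and another major urinary protein, *Mup3*, was lower at 30.9 ± 6.70 against 179.8 ± 67.2 CPM (-2.55 ± 0.36, adjusted p = 0.0883). *Alb* stood at 464 ± 79.2 CPM in HB and 4239 ± 3256 CPM with hydralazine alone. Next in rank were the immediate early gene *Ier3* (1.07 ± 0.16) and the Notch regulator *Dtx4* (-0.73 ± 0.11), which like *Mup3* passed in DESeq2 alone (adjusted p = 1.38e-05, 0.000101 and 1.45e-12). Lipogenesis genes were lower in 18 of 18, 8 over the list alone and 0 over all genes (median -0.85, adjusted p = 2.5e-06, adjusted p = 0.489 with an estimated correlation), and cholesterol synthesis genes in 17 of 18, 3 lower and 1 higher over the list alone (median -0.48, adjusted p = 0.000407, adjusted p = 0.543 with an estimated correlation). Brown adipocyte markers were lower in 7 of 8 in the same libraries, 2 over the list alone (median -0.90, adjusted p = 0.0282, adjusted p = 0.489 with an estimated correlation). Contractile genes were higher in 20 of 20 (median 0.27, adjusted p = 9.33e-07, adjusted p = 0.489 with an estimated correlation), as were 5 of 6 cardiomyocyte markers, 5 over the list alone and 0 over all genes (median 3.45, adjusted p = 0.00205, adjusted p = 0.489 with an estimated correlation), HB replicate 2 holding 404 CPM of *Myh6*. Immediate early genes were higher in 20 of 22, 6 over the list alone and 0 over all genes (median 0.28, adjusted p = 4.69e-05, adjusted p = 0.489 with an estimated correlation), and heat shock genes in 11 of 13, 4 over the list alone and 0 over all genes (median 0.32, adjusted p = 0.000666, adjusted p = 0.489 with an estimated correlation). Cell cycle genes, on the other hand, were lower in 23 of 25 (median -0.82, adjusted p = 0.000666, adjusted p = 0.589 with an estimated correlation) and the older age of the HB mice was not separated from this. Of the study's lists, 8 of 8 matrix genes and 9 of 9 metabolic genes lower at the later age were lower with 0 passing by either count, 3 of 3 lipogenic genes were lower over the list alone and 0 over all genes, and 5 of 5 stress genes were higher, 3 over the list alone and 0 over all genes, which is not independent evidence. edgeR called 2 of 13266 genes, both higher, with 2051 at an unadjusted p under 0.05, and DESeq2 called 574, 166 higher and 408 lower. Camera called 19 of 38 lists, 9 higher and 10 lower, 0 with an estimated correlation (smallest adjusted p = 0.489), and fry called 0. With adipose and liver scores as covariates the contractile, immediate early, cell cycle, cholesterol synthesis, brown adipocyte and all 3 of the study's later-age lists reversed, and 70 genes were called. Leaving out hydralazine replicate 4 or 6 gave 56 or 36 genes, leaving out HB replicate 1 or 2, or the libraries that stood apart, gave 1, *Sult2a7* lost its call without hydralazine replicate 3 (adjusted p = 0.0907) and *Mup15* without HB replicate 1 (adjusted p = 0.066) or 2 (adjusted p = 0.061).

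HS was set against hydralazine alone, with the same mixture of drug and age. Lipogenic transcripts were lower as a group, as were cell cycle transcripts unless adipose and liver scores entered as covariates, and no gene passed in edgeR. All 18 lipogenesis genes were lower in HS than with hydralazine alone, 14 over the list alone and 0 over all genes (median -1.18, adjusted p = 2.72e-11, adjusted p = 0.656 with an estimated correlation), with *Fasn* at 311 ± 164 against 1805 ± 1022 CPM (-2.54 ± 0.59). Brown adipocyte markers were lower in 7 of 8 (median -0.87, adjusted p = 0.0393, adjusted p = 0.656 with an estimated correlation), with *Ucp1* at 75.2 ± 80.7 against 258 ± 165 CPM. Cholesterol synthesis genes were lower in 17 of 18 (median -0.48, adjusted p = 3.69e-05, adjusted p = 0.656 with an estimated correlation), and cell cycle genes in 23 of 25, with thymidylate synthase *Tyms* (-0.81 ± 0.16) passing over the list alone and 0 over all genes (median -0.92, adjusted p = 9.57e-05, adjusted p = 0.656 with an estimated correlation). Immediate early genes were higher in 22 of 22 (median 0.46, adjusted p = 1.31e-06, adjusted p = 0.656 with an estimated correlation). Genes with the smallest p included the phosphate and ATP transporter *Ank* (-0.55 ± 0.075), *Folh1* (0.82 ± 0.13) and the liver-expressed murinoglobulins *Mug-ps1* (-3.12 ± 0.54) and *Mug2* (-3.41 ± 0.59), with *Alb* at 555 ± 509.7 CPM in HS and 4239 ± 3256 CPM with hydralazine. In the study's lists, 3 of 3 lipogenic genes were lower over the list alone and 0 over all genes, and 5 of 5 stress genes were higher with 0 passing by either count, which is not independent evidence. For HS against hydralazine, edgeR called 0 of 13304 genes, with 1805 at an unadjusted p under 0.05, and DESeq2 called 52, 8 higher and 44 lower. Camera called 14 of 37 lists, 5 higher and 9 lower, 0 with an estimated correlation (smallest adjusted p = 0.656), while fry called 2, and with adipose and liver scores 6 lists passed and the cell cycle, cholesterol synthesis and study's stress lists reversed.

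HS and HB, both collected on day 60, were compared to set the drugs against each other at the same age. Contractile transcripts were lower in HS than in HB aortas as a group, in 20 of 20 genes (median -0.24, adjusted p = 5.66e-08, adjusted p = 0.824 with an estimated correlation). *Actg2* stood at 129.5 ± 3.91 against 197 ± 9.11 CPM (n = 3 per group, -0.60 ± 0.082) and with the intermediate filament *Des* (-0.72 ± 0.14) and smoothelin *Smtn* (-0.49 ± 0.10) passed when adjusted over the list alone, with 0 over all genes. *Myh6* stood at 1.91 ± 1.44 CPM in HS and 151 ± 219 CPM in HB, where replicate 2 held 404 CPM. Lipogenesis genes were lower in 16 of 18, 0 over the list alone (median -0.37, adjusted p = 0.000332, adjusted p = 0.924 with an estimated correlation), with *Fasn* at a log2 fold change of -1.26 ± 0.41. The smallest p belonged to the uridine phosphorylase *Upp2* (-2.20 ± 0.28), *Actg2* (adjusted p = 0.404, DESeq2 adjusted p = 0.000195), *Gm2026* (1.36 ± 0.19), *Ank* (-0.64 ± 0.10) and *Tmem184b* (-0.59 ± 0.10). The study's lipogenic genes were lower in 3 of 3, 2 over the list alone and 0 over all genes, which is not independent evidence. edgeR called 0 of 12800 genes (855 at an unadjusted p under 0.05), or 2 without HS replicate 1. DESeq2 called 35, 10 higher and 25 lower. Camera called 4 of 37 lists, 2 higher and 2 lower, 0 with an estimated correlation (smallest adjusted p = 0.824), and fry 0. Without the libraries that stood apart, 1 gene and 13 lists passed.

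**Figure D4:**
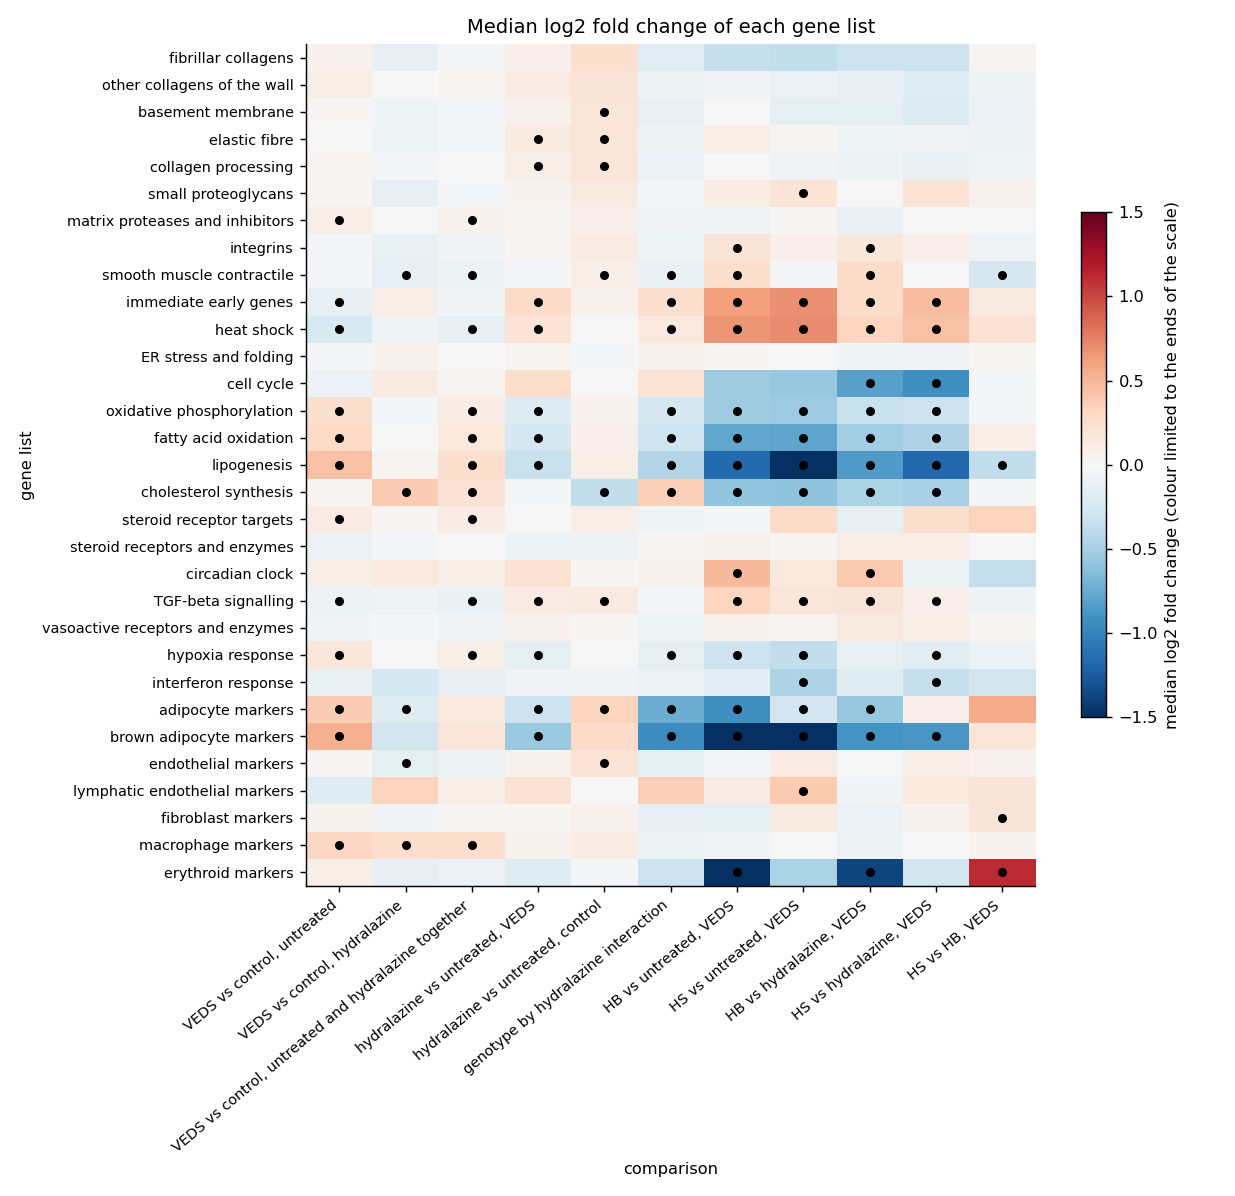
Median log2 fold change of each process and marker list (vertical axis) in the 11 comparisons (horizontal axis), with colours limited to -1.5 and 1.5 and dots where camera gave an adjusted p of 0.05 or less at the preset correlation. The lipogenesis median was 0.44 for untreated VEDS against control, -1.17 for HB and -1.49 for HS against untreated VEDS.

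The mutated gene and the gene encoding the mineralocorticoid receptor were followed in every comparison. *Col3a1*, which encodes type III collagen, stood at 10500 ± 5989 CPM in untreated VEDS and 10020 ± 5859 CPM in control aortas (0.065 ± 0.46), and since the mutation is a missense change its level does not test the labels. It stood at 6271 ± 770.2 CPM in HB (-0.75 ± 0.46 against untreated VEDS) and 6710 ± 1007 CPM in HS (-0.66 ± 0.46). These 6 libraries, at 5551 to 7377 CPM, lay above untreated VEDS replicates 1 to 3 (4725 to 5450 CPM) and below replicates 4 to 6 (13650 to 17720 CPM). As for the matrix list, the sign depends on the ages of these replicates. *Nr3c2*, which encodes that receptor, stood at 41.9 ± 2.71 CPM in HB, 38.8 ± 7.54 CPM in HS and 39.8 ± 12.2 CPM in untreated VEDS, with log2 fold changes of 0.065 ± 0.23 and -0.047 ± 0.25. Neither gene passed the test in any of the 11 comparisons.

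**Figure D5:**
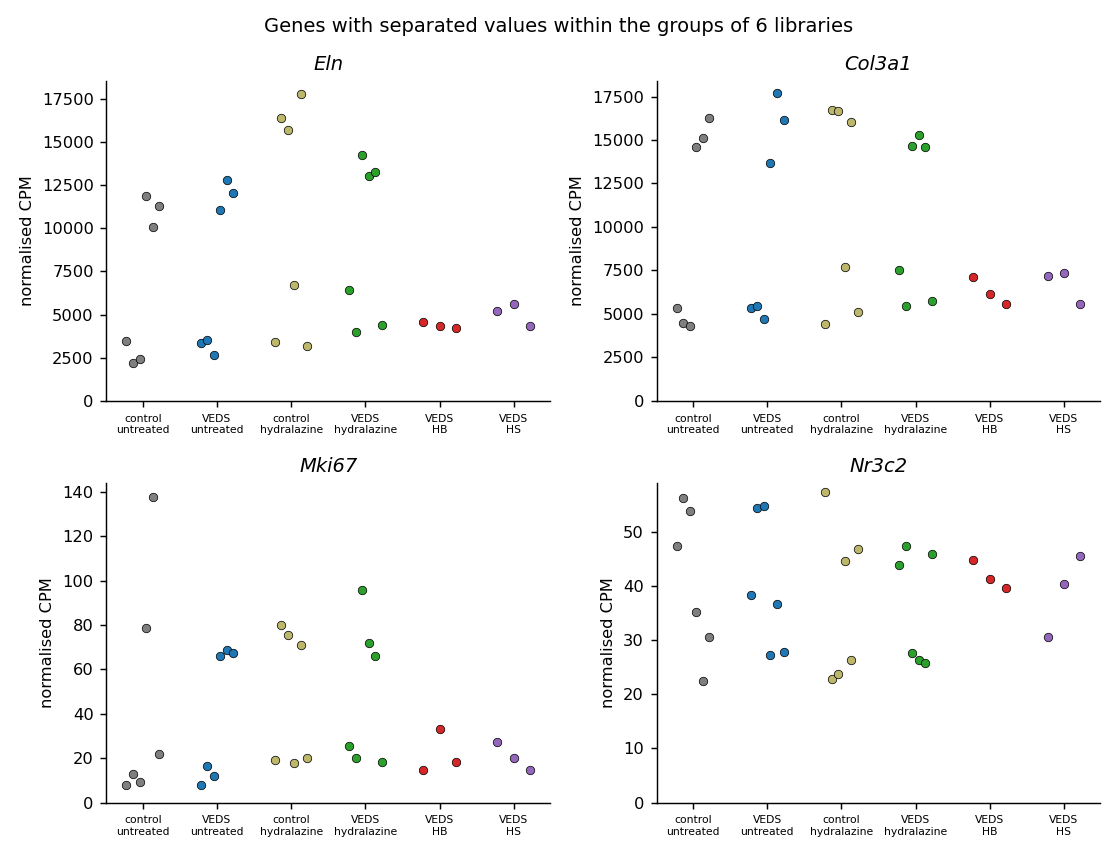
Levels of Eln, Col3a1, Mki67 and Nr3c2 in each library by group (vertical axes, normalised CPM); each point is a library and no group means are drawn. Eln ranged from 2670 to 12800 CPM within the 6 untreated VEDS libraries.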

Values the study reported

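The study reported a core set of 48 transcripts that were modulated by hydralazine with bicalutamide and by hydralazine with spironolactone but not by hydralazine alone.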

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

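Counts over other splits of the libraries were planned, as were the tests of samples far from their group and of the interaction, while all tests of the lipogenic, liver and heat shock patterns in this part were chosen after the results were seen.

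Of 18 lipogenesis genes, 7 fell in HB and 11 in HS, while an adipose score was lower by a log2 difference of -1.05 in HB (exact permutation p = 0.0119, adjusted p = 0.0327) and -0.79 in HS (p = 0.0357, adjusted p = 0.0748), although the fat around the aorta had been removed at dissection. Older age alone was argued against if the 6 untreated libraries hold mice of both ages, because the highest treated lipogenesis score lay 0.399 below the lowest untreated one in HB (SD 0.268) and 0.703 below in HS (SD 0.371). Age together with hydralazine stays open, as HB scores overlapped those of hydralazine alone (difference -0.723, exact p = 0.0833, adjusted p = 0.141) and the highest HS score was 6.32 against a lowest of 6.35 there (exact p = 0.0357, adjusted p = 0.0748). For HB, less adipose RNA may account for the lower lipogenic genes, since the fall beyond that of the adipose score was -0.0757 (exact p = 0.679). For HS this was -0.753 of -1.54 against untreated VEDS and -0.795 of -1.14 against hydralazine (exact p = 0.0119, adjusted p = 0.0327 for both), but beyond the brown adipocyte score alone, which was lower by -1.51 (adjusted p = 0.056) and -0.949 (adjusted p = 0.141), it was -0.0355 (p = 0.869) and -0.19 (p = 0.44), so less adipose RNA and a lipogenic response of the aorta cannot be told apart there. An effect of the drugs on the fat around the aorta stays open and untested, and the study reported lower lipogenic transcripts in single nuclei and less fatty acid synthase protein in aortas given such drugs without hydralazine, neither of which was measured here.

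Liver drug-response counts per liver marker count were higher in all 6 HB and HS libraries than in all 12 other VEDS libraries (log2 difference 2.99 in HB and 2.55 in HS, exact p = 0.0022, the smallest possible), and *Cyp2b10* stood at 27.95 ± 9.38 and 38.1 ± 50.4 counts per 1000 counts of *Alb* against 1.76 ± 3.31, with HS replicates at 7.06, 10.98 and 96.2 and untreated replicate 1 at 12.1. The level of the drug-response list itself did not pass, with scores above untreated VEDS by 1.74 in HB (exact p = 0.179) and 1.21 in HS (exact p = 0.381) and above hydralazine by 0.548 (p = 0.44) and 0.017 (p = 0.988). More liver RNA of the same make-up, carried over or as spill-over of reads, was argued against because the lowest treated ratio lay 1.32 above the highest other one (SD 0.833), while the liver marker score itself overlapped that of untreated VEDS (exact p = 0.381 in HB and 0.393 in HS). Carried-over liver RNA that itself responds to the drugs may contribute, and it cannot be told apart from a response of the aorta, as female-biased counts per male-biased count lay above all 12 others in 1 treated library, and in 5 of 6 once VEDS untreated replicate 1 was left out, but control hydralazine replicates 4 and 5 (log2 ratios 0.21 and 0.48) lay above all HB libraries (highest 0.15).

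Heat shock genes were higher in HB than in untreated VEDS in 11 of 13 genes, and *Hspa1b* and *Hspa1a* passed the test. Reads shared between this pair were argued against as the whole cause, because the other heat shock genes scored higher by 0.422. The adipose share was argued against as well, since with the adipose score as a covariate the mean log2 fold change of the list was 0.669 against 0.672 without it, and *Hspa1b* rose by 2.09 ± 0.23 (adjusted p = 0.0363). Older age alone was argued against if the untreated libraries hold both ages, as the lowest HB score lay 0.344 above the highest untreated one (SD 0.22), though without the pair these were 7.09 and 7.08. A response to the treatment, age together with hydralazine (HB scores overlapped those of hydralazine alone, exact p = 0.0476, adjusted p = 0.0952) and handling of the tissue, which was not tested, stay open.

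Other splits of the same libraries were counted. For HB against untreated VEDS, 3 of 84 splits, counting the real one, gave as many genes (54 real, 650 in the highest other). For HS against untreated VEDS it was 2 of 84 (41 and 223). For HB against hydralazine it was 3 of 84 (2 and 2432), and 2 other splits called any gene. These shares are unadjusted over the comparisons, and the groups of 6 hold mice of 2 unlabelled ages. Other splits also called several times the real count, which points to a structure of the samples, so chance was not excluded. With 0 genes in the real split by edgeR every split gives as many, so the splits decide nothing about chance in the other comparisons. These were 100 of 100 splits for untreated VEDS against control (highest other 544), under hydralazine (1212), together (3), for hydralazine in VEDS (0) and control (38) and for the interaction (1403), and 84 of 84 for HS against hydralazine (1523). The highest of these also point to such a structure. HS and HB allowed 10 splits, too few for a share under 0.05, and all gave 0 genes. Genes at an unadjusted p under 0.05 and calls by DESeq2 are given with each comparison.

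In groups of 6 libraries, 1 library stood far from the others in 27 of 305 values of named genes, 8 of 188 list scores and 0 of 4 totals tested, against the 1 in 20 that chance gives on average. Given with each is the gap to the nearest library as a share of the range, against a critical value of 0.625, and the 1.0 of *Evi2* and *Sult2a7* follows from counts in 1 library and 0 in the other 5. In Control hydralazine replicate 5 this was *Acot11* (0.686). In VEDS hydralazine replicate 6 these were *Atf3* (0.71), *Hspa1a* (0.767), *Hspa1b* (0.716) and *Ier3* (0.682). In Control untreated replicate 5 these were *Dpep1* (0.656), *Mcpt4* (0.737), *Mup15* (0.873), *Sfrp4* (0.799) and *Thy1* (0.736). In VEDS untreated replicate 2 these were *Evi2* (1.0) and *Pex3* (0.701). In Control hydralazine replicate 2 these were *Hspa1a* (0.649) and *Hspa1b* (0.637). In VEDS untreated replicate 1 this was *Ier3* (0.786). In Control hydralazine replicate 4 these were *Kcnj15* (0.823) and *Mup15* (0.888). In Control hydralazine replicate 3 these were *Me1* (0.627), *Mug-ps1* (0.9) and *Mug2* (0.707). In Control untreated replicate 3 this was *Me1* (0.652). In VEDS hydralazine replicate 4 these were *Mup15* (0.714), *Pcdh9* (0.67) and *Upp2* (0.776). In VEDS untreated replicate 5 this was *Pigz* (0.696). In VEDS hydralazine replicate 1 this was *Rabl3* (0.675). In VEDS hydralazine replicate 3 this was *Sult2a7* (1.0). Among list scores these were fatty acid oxidation in VEDS untreated replicate 1 (0.638), lipogenesis in Control untreated replicate 3 (0.663), hypoxia response in Control hydralazine replicate 4 (0.803), brown adipocyte markers in Control hydralazine replicate 4 (0.764), skeletal muscle markers in Control hydralazine replicate 5 (0.693), cardiomyocyte markers in Control hydralazine replicate 5 (0.671), the study's stress genes in VEDS hydralazine replicate 6 (0.668), the study's lipogenic genes in Control untreated replicate 3 (0.697).

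The effect of hydralazine differed between the genotypes in 12 lists by the interaction in camera at the preset correlation, and in 0 with an estimated correlation (smallest adjusted p = 0.619). Their adjusted p-values were smooth muscle contractile (0.0305), immediate early genes (0.00238), heat shock (0.0152), oxidative phosphorylation (3.65e-07), fatty acid oxidation (0.00391), lipogenesis (0.000464), cholesterol synthesis (0.00391), hypoxia response (0.00556), adipocyte markers (2.2e-06), brown adipocyte markers (0.00556), the study's metabolic genes (0.00678), the study's stress genes (0.0179).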

How the results depend on the processing

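Of the alternatives, the second surrogate variable, the adipose and liver covariates and the fit without 3 libraries were chosen after the data were seen, and the others were planned. Of 3312 recomputed values of named genes and lists, 2333 kept their direction and their side of the threshold, 781 kept their direction but no longer passed, 45 kept it and now passed, and 153 changed direction. No paired analysis was possible because the labels pair no replicates. Other size factors and a fold threshold of 0.25 on the log2 scale left each count of genes within 1.5 times its value. Counts of genes and lists, log2 fold changes of *Col3a1* and *Nr3c2* and adjusted p-values of lists follow for the alternatives that moved them, and the cause was not tested.

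With 2 surrogate variables, genes called numbered 1 for VEDS vs control, untreated, 1 for hydralazine vs untreated, control, 586 for HB vs untreated, VEDS, 78 for HS vs untreated, VEDS, 31 for HB vs hydralazine, VEDS, 8 for HS vs hydralazine, VEDS and 13 for HS vs HB, VEDS. *Col3a1* reversed to -0.059 for VEDS vs control, untreated, 0.072 for HS vs untreated, VEDS, 0.25 for HB vs hydralazine, VEDS and 0.31 for HS vs hydralazine, VEDS. *Nr3c2* reversed to 0.080 for VEDS vs control, untreated, 0.28 for VEDS vs control, hydralazine, 0.062 for VEDS vs control, untreated and hydralazine together, -0.30 for HB vs hydralazine, VEDS and -0.46 for HS vs hydralazine, VEDS.

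With the adipose score as a covariate, genes called numbered 5 for HB vs untreated, VEDS and 1 for HS vs untreated, VEDS. *Col3a1* reversed to -0.63 for VEDS vs control, untreated, 0.082 for VEDS vs control, hydralazine, -0.044 for hydralazine vs untreated, control, 0.57 for genotype by hydralazine interaction and 0.013 for HS vs untreated, VEDS. *Nr3c2* reversed to 0.26 for VEDS vs control, untreated, 0.023 for VEDS vs control, untreated and hydralazine together, 0.0040 for hydralazine vs untreated, control, -0.34 for genotype by hydralazine interaction, -0.20 for HB vs untreated, VEDS and -0.031 for HS vs hydralazine, VEDS.

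With adipose and liver scores as covariates, genes called numbered 21 for HB vs untreated, VEDS, 21 for HS vs untreated, VEDS, 70 for HB vs hydralazine, VEDS, 7 for HS vs hydralazine, VEDS and 31 for HS vs HB, VEDS. Lists called numbered 3 for VEDS vs control, untreated, 4 for VEDS vs control, hydralazine, 1 for genotype by hydralazine interaction, 6 for HS vs hydralazine, VEDS and 8 for HS vs HB, VEDS. *Col3a1* reversed to -0.32 for VEDS vs control, untreated, 0.054 for HB vs untreated, VEDS, 0.0058 for Col3a1, HS vs untreated, VEDS, 0.97 for HB vs hydralazine, VEDS and 0.31 for HS vs hydralazine, VEDS. *Nr3c2* reversed to 0.25 for VEDS vs control, untreated, 0.22 for VEDS vs control, hydralazine, 0.019 for VEDS vs control, untreated and hydralazine together, -0.11 for genotype by hydralazine interaction, -0.20 for HB vs untreated, VEDS, -0.71 for Nr3c2, HB vs hydralazine, VEDS and -0.52 for HS vs hydralazine, VEDS. For VEDS vs control, untreated, lists reversed (adjusted p) were adipocyte markers (0.884), brown adipocyte markers (0.353) and macrophage markers (0.914). For hydralazine vs untreated, VEDS, lists reversed (adjusted p) were lipogenesis (0.932) and adipocyte markers (0.187). For genotype by hydralazine interaction, lists reversed (adjusted p) were lipogenesis (0.26). For HB vs untreated, VEDS, lists reversed (adjusted p) were smooth muscle contractile (0.719) and adipocyte markers (0.225). For HS vs untreated, VEDS, lists reversed (adjusted p) were gene list adipocyte markers, HS vs untreated, VEDS (0.00532) and study: contractile, integrin and differentiation genes higher at the later age (0.407). For HB vs hydralazine, VEDS, lists reversed (adjusted p) were integrins (0.671), gene list smooth muscle contractile, HB vs hydralazine, VEDS (0.000405), immediate early genes (0.671), gene list cell cycle, HB vs hydralazine, VEDS (0.000405), oxidative phosphorylation (0.00307), gene list fatty acid oxidation, HB vs hydralazine, VEDS (6.91e-08), cholesterol synthesis (0.00159), adipocyte markers (0.969), gene list brown adipocyte markers, HB vs hydralazine, VEDS (0.0667), gene list study: matrix genes lower at the later age, HB vs hydralazine, VEDS (7.98e-05), study: metabolic genes lower at the later age (0.0044) and study: contractile, integrin and differentiation genes higher at the later age (0.00065). For HS vs hydralazine, VEDS, lists reversed (adjusted p) were heat shock (0.818), cell cycle (0.703), fatty acid oxidation (0.35), cholesterol synthesis (0.767), TGF-beta signalling (0.703), gene list study: contractile, integrin and differentiation genes higher at the later age, HS vs hydralazine, VEDS (0.00528) and study: stress genes lower in VEDS (0.557).

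With an estimated correlation in camera, 0 lists passed in each of the 11 comparisons.

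With fry, the number of gene lists called was 6 for HS vs untreated, VEDS, 2 for HS vs hydralazine, VEDS and 0 in the other comparisons, except that HB vs untreated, VEDS had 12.

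With DESeq2, genes called numbered 4 for VEDS vs control, hydralazine, 1 for VEDS vs control, untreated and hydralazine together, 2 for hydralazine vs untreated, VEDS, 3 for hydralazine vs untreated, control, 561 for HB vs untreated, VEDS, 288 for HS vs untreated, VEDS, 574 for HB vs hydralazine, VEDS, 52 for HS vs hydralazine, VEDS, 35 for HS vs HB, VEDS and 179 for the overlap of HB and HS calls.

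Without a low-count filter, genes called numbered 2 for VEDS vs control, hydralazine.

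With a filter at a mean of 1 CPM, genes called numbered 2 for VEDS vs control, hydralazine.

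With all 30 libraries in 1 fit, genes called numbered 2 for VEDS vs control, hydralazine, 1 for VEDS vs control, untreated and hydralazine together, 141 for HS vs untreated, VEDS, 1 for HB vs hydralazine, VEDS and 2 for HS vs hydralazine, VEDS.

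Without the 3 libraries that stood apart, genes called numbered 2 for HB vs untreated, VEDS, 1 for HS vs untreated, VEDS, 1 for HB vs hydralazine, VEDS and 1 for HS vs HB, VEDS. Lists called numbered 13 for HS vs HB, VEDS. *Col3a1* reversed to 0.056 for VEDS vs control, hydralazine and 0.062 for VEDS vs control, untreated and hydralazine together. *Nr3c2* reversed to -0.065 for genotype by hydralazine interaction and -0.027 for HS vs hydralazine, VEDS.

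With 1 surrogate variable, genes called numbered 213 for HB vs untreated, VEDS, 72 for HS vs untreated, VEDS, 25 for HB vs hydralazine, VEDS, 7 for HS vs hydralazine, VEDS and 10 for HS vs HB, VEDS. *Nr3c2* reversed to 0.26 for VEDS vs control, hydralazine, -0.44 for HB vs hydralazine, VEDS and -0.51 for HS vs hydralazine, VEDS. *Col3a1* reversed to -0.22 for hydralazine vs untreated, VEDS, 0.44 for HB vs hydralazine, VEDS and 0.34 for HS vs hydralazine, VEDS.

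With the liver score as a covariate, genes called numbered 168 for HB vs untreated, VEDS, 62 for HS vs untreated, VEDS, 38 for HB vs hydralazine, VEDS, 9 for HS vs hydralazine, VEDS and 10 for HS vs HB, VEDS. *Nr3c2* reversed to 0.27 for VEDS vs control, hydralazine, -0.66 for HB vs hydralazine, VEDS and -0.55 for HS vs hydralazine, VEDS. *Col3a1* reversed to 0.013 for VEDS vs control, untreated and hydralazine together, -0.25 for hydralazine vs untreated, VEDS, 0.85 for HB vs hydralazine, VEDS and 0.32 for HS vs hydralazine, VEDS.

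The overlap of HB and HS calls was 0 in every split of the untreated controls, with a median of 0 calls for HS. With hydralazine VEDS libraries as controls it was 0 in edgeR and 30 in DESeq2, and over splits of those 0 in the median and 38 at most, with up to 6 genes in opposite directions.

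Leaving out each library in turn gave the following lowest and highest values. Genes called ranged from 0 to 2 for VEDS vs control, hydralazine, from 0 to 4 for VEDS vs control, untreated and hydralazine together, from 0 to 1 for hydralazine vs untreated, control, from 2 to 529 for HB vs untreated, VEDS, from 0 to 104 for HS vs untreated, VEDS, from 1 to 56 for HB vs hydralazine, VEDS and from 0 to 2 for HS vs HB, VEDS. The log2 fold change of *Col3a1* ranged from -0.15 to 0.26 for VEDS vs control, untreated, from -0.24 to 0.081 for VEDS vs control, hydralazine, from -0.11 to 0.083 for VEDS vs control, untreated and hydralazine together, from -0.14 to 0.24 for hydralazine vs untreated, VEDS, from -0.0096 to 0.35 for hydralazine vs untreated, control and from -0.34 to 0.067 for genotype by hydralazine interaction. The log2 fold change of *Nr3c2* ranged from -0.16 to 0.072 for VEDS vs control, untreated, from -0.13 to 0.13 for VEDS vs control, hydralazine, from -0.10 to 0.039 for VEDS vs control, untreated and hydralazine together, from -0.10 to 0.18 for genotype by hydralazine interaction, from -0.027 to 0.18 for HB vs untreated, VEDS, from -0.17 to 0.11 for HS vs untreated, VEDS, from -0.027 to 0.25 for HS vs hydralazine, VEDS and from -0.23 to 0.039 for HS vs HB, VEDS. No setting varied depth, and at this depth edgeR recovered from 8.96% (HS vs untreated, VEDS) to 83.6% (12 libraries per group) of simulated genes changed 1.5-fold.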

Other observations

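Within the groups of 6 libraries, levels of *Eln*, which encodes elastin, differed several-fold between libraries, and no age was assigned to any of them. *Eln* stood at 3337, 3523, 2670, 11060, 12800 and 12030 CPM in untreated VEDS replicates 1 to 6 and at 3489, 2213, 2450, 11870, 10050 and 11310 CPM in untreated control replicates. It stood at 3386, 16380, 15680, 6700, 17750 and 3168 CPM in hydralazine-treated control replicates 1 to 6 and at 6413, 4013, 14260, 13040, 13260 and 4390 CPM in hydralazine-treated VEDS replicates.

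Called against untreated VEDS in both HB and HS but not with hydralazine alone, at an adjusted p of 0.05 or less and an absolute log2 fold change of at least 0.25, were 14 genes in edgeR, 1 higher and 13 lower. DESeq2 gave 178 by the same rule.

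Median, mean and camera direction of a list differed in sign only in lists that did not pass, such as cell cycle in untreated VEDS against control, with a median of -0.089, a mean of -0.068 and an upward direction (adjusted p = 0.729).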
